A study of Mus musculus with 6 samples. Its data were reported in "Renal stromal miRNAs are required for normal nephrogenesis and glomerular mesangial survival" (2015).

How the data were processed

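Whole kidneys of mouse embryos at E18.5 were profiled on Illumina MouseWG-6 BeadChip arrays, which read messenger RNA from biotin-labelled cRNA with 1 colour. Kidneys of 2 embryos of one genotype were pooled for each sample. The 6 samples came from 3 litters, each of which gave 1 pool of FoxD1GC;Dicerfl/fl kidneys and 1 pool of Cre-negative control kidneys. In the mutant, a Cre recombinase made from the FoxD1 locus removes part of Dicer, the enzyme that makes mature miRNAs, from the stroma of the kidney and the cells that descend from it. The mutant pools thus differ from the control pools in the Cre allele at the FoxD1 locus as well as in Dicer, and the comparison holds both differences. Groups and litters were taken from the sample labels, and the litter is what pairs a mutant pool with a control pool. The pools are separate embryos, so the spread between litters holds biological variation. The arrays of E15.5 kidneys that the study also made were not used here.

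Per the file headers, the first deposited table holds a signal intensity and a detection p-value for each probe on each array. The intensity is on a linear scale and had been neither background-corrected nor normalized between arrays. The detection p-value compares a probe with the negative-control beads of its own array, and the program that exported it is not given in the sources used here. A second table holds the authors' processed values on a log2 scale, made with lumi according to the study's methods. Within each array these values ranked the probes exactly as the intensity did (Spearman 1 across probes), and among the brightest probes they rose by 1.00 to 1.05 units for each doubling of intensity. Their column medians were 6.82 to 6.83 and no gene had been centred, and the steps that made them within lumi stay unknown. Of the 45281 rows of the intensity table, 8 were damaged and were left out, for a missing or repeated probe name, a missing cell or an intensity under 80 that no intact probe showed. The probe annotation gave 1 gene symbol to 34877 of the 45273 probes kept, several symbols to 18 and none to 10378. Symbols were looked up by gene ID in the RefSeq gene table of assembly GRCm38.p6, which held 34799 of the named probes, and 0 symbols needed an update. Probes with several symbols or none stayed in the fit and name no gene here.

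The intensities were background-corrected, quantile normalized and put on the log2 scale with neqc in limma 3.58.1 under R 4.3.3, with the background taken from the detection p-values and an offset of 16. lumi was not used here. Between 16154 and 17051 probes, or 35.7% to 37.7%, had a detection p under 0.01 on an array. A probe was tested when it passed that bound on at least 3 of the 6 arrays, which left 16899 probes and 9921 genes. For each probe, lmFit and eBayes in limma fitted the genotype with litter as a fixed block, as in the study's methods, leaving 2 residual degrees of freedom beside 4.77 from the prior. Every adjusted p for a gene in the text comes from this fit with Benjamini-Hochberg adjustment over the tested probes. A gene is called at an adjusted p under 0.05 through its brightest tested probe, the one with the highest mean over the 6 arrays. Log2 changes are given as FoxD1GC;Dicerfl/fl minus control with their standard error (SE), and fold changes are their antilogs. The SE is moderated by eBayes, which draws the variance of each probe towards a prior shared by all tested probes. For genes that vary much between litters it is smaller than an SE taken from the 3 litters alone. They lie on the scale of neqc, whose offset shrinks the change of dim probes. Where no array of a group detected a probe, the fold is written as "at least" and compares the mean of the detected group with the mean of, per array, the higher of the lowest normalized value among detected probes and the probe's own value. The number of arrays limits the precision, and the median SE over tested probes was 0.12 on the log2 scale.

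Before the data were examined, 37 gene lists of kidney cell types, other cell types and pathways were fixed, together with the design, the alternatives and the rule for named genes. They were fixed after the study's paper and its list of changed genes had been read, so they are not independent of its findings, and 2 of them hold genes that the study itself picked from kidneys of this model. The 34 lists with at least 3 tested genes were tested with camera in limma, which compares a list with all other tested genes, at its preset correlation between genes of 0.01. Benjamini-Hochberg adjustment ran over these lists, and the test was repeated with the correlation estimated from the data. For each list the genes called were also counted after adjustment over its own members. The genes named are the 12 largest rises and 12 largest falls among called genes that changed the same way in all 3 litters, the genes that the study's text names for this comparison, and up to 4 members of each list with the smallest adjusted p. Clone and model names (LOC, EG or Gm with a number, SCL, Rik, accession-like) were skipped among the rises and falls. Of the 30 genes that the study's text names, 25 had a named tested probe, and the others are not reported here. Genes of families with near-identical members (Sprr2, Gsdmc, Klk1, Ugt1a) can share probes and are uncertain as single genes.

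The labels say that a number marks a litter, and the values were checked for it. The deviations of the control and the mutant array from their group means correlated at 0.19, 0.18 and 0.14 across probes for litters 1, 2 and 3, against at most -0.01 for arrays of different litters. The highest correlation between a control and a mutant array was 0.981, and the lowest within a group was 0.983 for control and 0.989 for mutant arrays. The fit was tested on simulated log2 values of 16899 probes in this design, of which 67, 67 and 66 were changed by 0.5, 1 and 2. It recovered 16 (23.9%), 67 and 66 of them in this order, with 15 false calls among 164 (9.15%). In simulated values of 9921 genes, camera found both lists shifted by 0.4 with the preset correlation and called 1 of the other lists, and with an estimated correlation it called 0 lists (lowest adjusted p = 0.38), although the simulated genes were uncorrelated. The alternatives were other normalizations, the authors' values, other filters on dim probes, the fit without litter, an intensity trend in eBayes, the mean of a gene's probes and leaving out each litter.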

Results

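Gene expression was measured in 3 pools of FoxD1GC;Dicerfl/fl kidneys and 3 pools of control kidneys at E18.5, 1 of each from every litter. The comparison asks which transcripts change in the whole kidney when miRNAs can no longer be made in the FoxD1-positive stroma, the cells that give rise to interstitium, mesangium, pericytes and renin cells. The median probe intensity was 100.3 to 107.6 on the 6 arrays and 35.7% to 37.7% of probes were detected. Dicer1, the deleted gene, stood at 7.43, 7.58 and 7.30 log2 units in the control pools of litters 1, 2 and 3 and at 6.95, 7.39 and 7.13 in the mutant pools, a change of -0.28 ± 0.11 (SE, adjusted p = 0.24). A dimmer Dicer1 probe gave -0.63 ± 0.13 (adjusted p = 0.045). The position of either probe relative to the deleted exon is not known here, so neither probe checks the deletion. Foxd1, whose locus carries the Cre allele in the mutant pools only, was at 6.63 ± 0.29 in control and 6.66 ± 0.32 in mutant kidneys (SD, n = 3), with an adjusted p of 0.95. Where its probe lies relative to that allele is not known here either.

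FoxD1GC;Dicerfl/fl kidneys had higher levels of macrophage, neutrophil and antigen presentation genes and of genes induced by p53, and lower levels of proximal tubule, extracellular matrix, pericyte and cholesterol synthesis genes. These are lists called with camera at its preset correlation. With an estimated correlation 0 of the 34 lists were called (lowest adjusted p = 0.28, unadjusted p under 0.05 for 4 lists), and of the 20 p53 targets 3 were called, 0 of them without litter 2. Of the 9921 genes tested, 552 were called, 239 higher and 313 lower in mutant kidneys, and 552 of them changed in 1 direction in all 3 litters. A change of at least 2-fold was seen in 79 of the higher and 111 of the lower genes. By probe, 823 were called, and 480 had a B-statistic above 0, the threshold of the study. Without litter 2, 44 genes were called, 18 higher and 26 lower, and all 552 genes kept their direction. That fit has 1 residual degree of freedom, a prior of 4.19 and a median SE of 0.15, and the cause of the lower count was not tested. Without litter 1 and litter 3, 383 and 537 genes were called, 141 and 242 of them higher. With all probes tested regardless of signal, 266 genes were called, and with an intensity trend in eBayes 866. The Y-linked transcripts Eif2s3y and Kdm5d differed between the pools of litter 2.

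The 12 largest rises by the naming rule included genes of cornified epithelium, kallikreins and immune genes. Sprr2g, a small proline-rich protein of cornified epithelium, was 8.69-fold higher (log2 change 3.12 ± 0.11, adjusted p = 0.00038). Sprr2f was 4.28-fold higher, and the gasdermins Gsdmc3 and Gsdmc2 were 7.99-fold and 7.05-fold higher. The kallikreins Klk1b27 and Klk1b5 were 4.33-fold and 3.51-fold higher. Members of these 3 families resemble each other closely and are uncertain as single genes. Cd74, the invariant chain of MHC class II, was 6.41-fold higher (2.68 ± 0.17, adjusted p = 0.00099). The chemokine Cxcl10 and Sectm1b were not detected on any control array and were at least 4.15-fold and at least 4.73-fold higher. The tight junction gene Cldn23 (4.11-fold) and the opioid precursor Pdyn (3.94-fold) were detected on 1 of the 3 control arrays. Aoc1, a diamine oxidase, was 3.64-fold higher. Without litter 2, Gsdmc2, Cxcl10, Klk1b27, Aoc1 and Klk1b5 were no longer called (adjusted p = 0.052 to 0.063).

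The 12 largest falls by the same rule included tubule enzymes and peptide precursors. Serpina6, the corticosteroid carrier, was 8.49-fold lower (log2 change -3.09 ± 0.26, adjusted p = 0.0024), and Kap, an androgen-regulated kidney protein, was 7.26-fold lower. Serpina6 was detected on 2 and Kap on 1 of the 3 mutant arrays. Aoc3, an amine oxidase of smooth muscle, was 7.08-fold lower. Miox, which breaks down inositol in the proximal tubule, had a log2 change of -2.58 ± 0.17 (adjusted p = 0.0011). Nts, the precursor of neurotensin, and Cyp2e1 were not detected on any mutant array and were at least 4.99-fold and at least 3.56-fold lower. Them7, Penk, Ugt1a2, Reln and Pvalb were 4.14-fold to 4.82-fold lower, Prss53 stood at 7.19 ± 0.50 in control and 5.19 ± 0.14 in mutant kidneys (SD, n = 3, adjusted p = 0.0031), and Pvalb was detected on 1 of the 3 mutant arrays. Ugt1a2 shares sequence with its family and is uncertain as a single gene. Without litter 2, Serpina6, Aoc3, Them7, Pvalb and Prss53 were no longer called (adjusted p = 0.054 to 0.10).

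**Figure D1:**
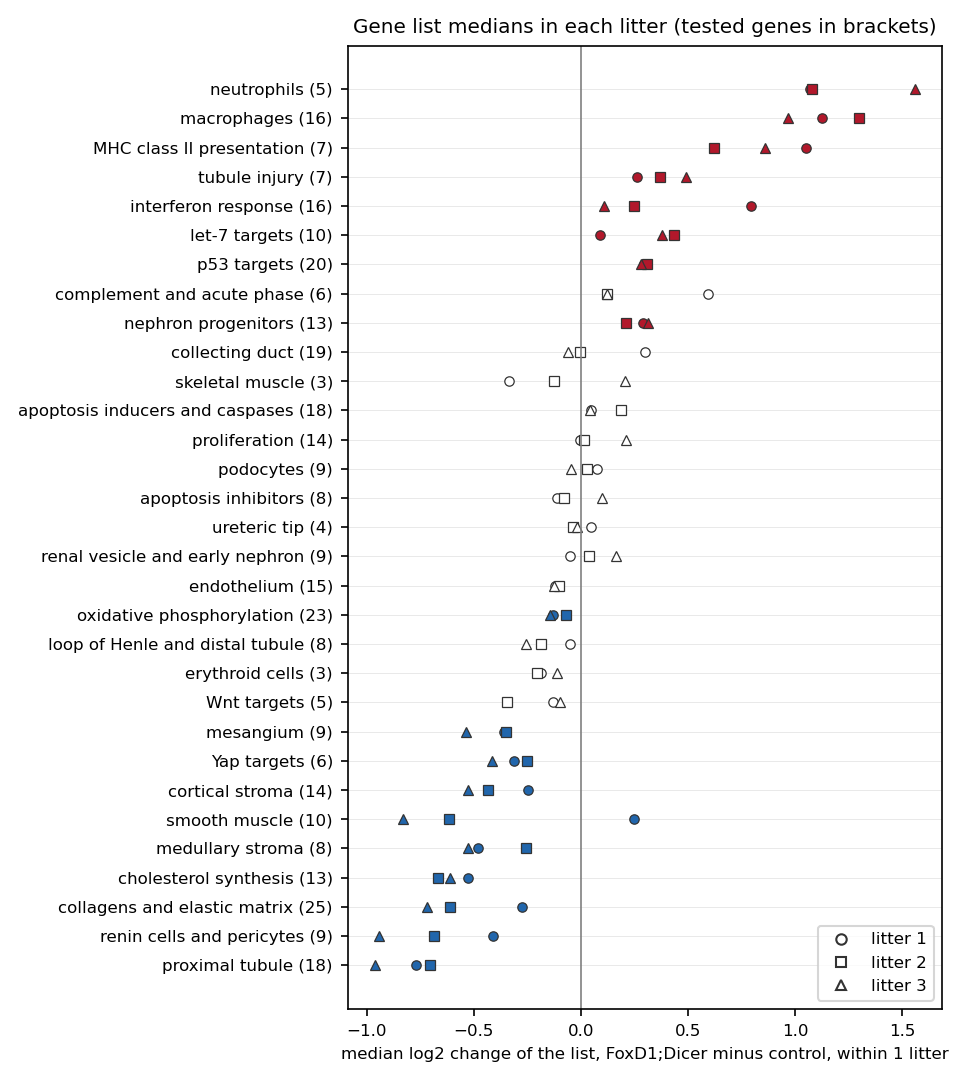
Median log2 change (FoxD1GC;Dicerfl/fl minus control) of the tested genes of each list within each litter, 1 symbol per litter; filled symbols mark lists called by camera with its preset correlation, red higher and blue lower, and open symbols mark lists not called. Macrophage genes lay at 1.13, 1.30 and 0.97 and proximal tubule genes at -0.77, -0.71 and -0.96 in litters 1, 2 and 3, while smooth muscle genes lay at 0.25 in litter 1.

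Nephron progenitor genes were examined because stromal cells signal to the progenitors that they surround. Eya1 (1.56-fold, log2 change 0.64 ± 0.12, adjusted p = 0.032) and Cited1 (1.44-fold, 0.52 ± 0.11, adjusted p = 0.042), 2 regulators of the undifferentiated state, were higher in mutant kidneys, and 1 of the dimmer Eya1 probes did not pass (adjusted p = 0.43). Six2, the factor that keeps progenitors from differentiating, had a log2 change of 0.56 ± 0.12 and missed the threshold (adjusted p = 0.056) with higher values in all 3 litters. Gdnf, the ligand through which progenitors induce branching of the ureteric bud, went the other way and was 1.74-fold lower (-0.80 ± 0.11, adjusted p = 0.011). Of the 13 list members tested, 2 rose, 1 fell and 10 did not pass, against 5 rises and 1 fall adjusted over the list alone, and 3 of the 13 were named by the study. The list as a whole was higher (median 0.16, camera adjusted p = 0.018), with an adjusted p = 0.41 with an estimated correlation. That call was lost without litter 1 (adjusted p = 0.068) or litter 3 (adjusted p = 0.056), and without litter 2 neither Eya1, Cited1 nor Gdnf was called (adjusted p = 0.14 to 0.22). The list median was 0.26 without litter 2, 0.10 with the authors' values and 0.05 with those and no filter on dim probes. Without litter 1 or litter 3 the same loss of the call held for Eya1 (adjusted p = 0.069 and 0.068) and Cited1 (0.15 and 0.064). Among early nephron genes, Wnt4, which starts the conversion of progenitors to epithelium, rose 1.83-fold (adjusted p = 0.014, 0.059 for its dimmer probe). It was the 1 call among 9 members, against 1 rise and 1 fall adjusted over the list alone, and was not called without litter 2 (adjusted p = 0.12). The list itself was not called (adjusted p = 0.93).

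Both lists of stromal genes were called lower. In the medullary stroma list Penk, an enkephalin precursor, fell 4.76-fold (log2 change -2.25 ± 0.13, adjusted p = 0.00096), and Snai2 and Lox were the other 2 calls among 8 members (5 falls adjusted over the list alone, median -0.46, camera adjusted p = 0.0013). In the cortical stroma list Sfrp1, a Wnt antagonist, was 2.17-fold lower (-1.12 ± 0.15, adjusted p = 0.010), Thbs2 was 1.90-fold lower, and Pdgfra was 1.46-fold lower (-0.55 ± 0.11, adjusted p = 0.045). These were the 3 calls among 14 members (6 falls adjusted over the list alone, 5 of the 14 named by the study, median -0.34, camera adjusted p = 0.0011). A dimmer Sfrp1 probe fell further with a larger error and missed the threshold (-1.52 ± 0.34, adjusted p = 0.061). Both lists had an adjusted p = 0.28 with an estimated correlation. The probes of 2 further stromal genes went the same way but disagreed on the call. For Meis1 the brightest probe gave -0.36 ± 0.25 (adjusted p = 0.48) and a dimmer one -0.74 ± 0.12 (adjusted p = 0.020). The control pools read 10.2, 10.3 and 9.18 on the brightest probe in litters 1, 2 and 3. With 1 litter left out, that probe ranged from -0.77 (called, adjusted p = 0.022) to -0.08 (adjusted p = 0.94). For Tnc the values were -0.25 ± 0.16 (adjusted p = 0.44, -0.42 to -0.03 with 1 litter left out) and -0.59 ± 0.12 (adjusted p = 0.047). Anxa2 gave 0.17 ± 0.10 (adjusted p = 0.43) and its dim probe 0.00 ± 0.13. Pdgfra, Snai2 and Lox missed the threshold under median scaling (adjusted p = 0.055, 0.054 and 0.062). Without litter 2, Penk stayed called among the 6 members, and the other 5 did not (adjusted p = 0.094 to 0.23). Without litter 1 or litter 3, Pdgfra, Snai2 and Lox were not called either (adjusted p = 0.068 to 0.12).

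The lists of cells that wrap vessels and fill the glomerular tuft, which also descend from the stroma, were called lower too. Notch3, a receptor of pericytes and arterial smooth muscle, was 1.78-fold lower (log2 change -0.83 ± 0.12, adjusted p = 0.014). The potassium channel genes Abcc9 and Kcnj8 and the peptidase gene Anpep were 1.63-fold to 1.92-fold lower, with an adjusted p of 0.12 for a dimmer Abcc9 probe. Anpep stood at 9.31 log2 units in control kidneys, against 6.06 to 6.99 for the other called members of its list. Whole-kidney values do not show which cells its fall comes from, so it may not be one of pericytes. Pdgfrb, the receptor that recruits mesangial cells, was 1.80-fold lower (-0.85 ± 0.17, adjusted p = 0.041, 0.055 with no litter block and 0.060 under median scaling). In the renin cell and pericyte list 6 of 9 members fell, likewise 6 adjusted over the list alone (median -0.70, -0.79 to -0.29 over the settings, camera adjusted p = 0.00015, adjusted p = 0.36 with an estimated correlation). Ren1, the renin gene, and Akr1b7 were among the 11 genes listed but had no named tested probe, so the list does not show how renin changed. In the mesangium list Agtr1a, Fhl2, Ptn and Pdgfrb were the 4 calls among 9 members (1 rise and 4 falls adjusted over the list alone, median -0.27, camera adjusted p = 0.0034, adjusted p = 0.38 with an estimated correlation). Des, an intermediate filament gene in that list, had a log2 change of 0.36 ± 0.11 (adjusted p = 0.13). Acta2, smooth muscle actin, was 2.51-fold lower (-1.33 ± 0.22, adjusted p = 0.020) and was the 1 call among 10 smooth muscle genes, against 3 falls adjusted over the list alone. The smooth muscle list was called lower (median -0.41, -0.64 to -0.07 over the settings, camera adjusted p = 0.016, adjusted p = 0.58 with an estimated correlation). In litter 1 its median was 0.25, against -0.61 and -0.83 in litters 2 and 3. Its median was -0.64 without litter 1, and the call was lost without litter 2 (median -0.27, adjusted p = 0.082) or litter 3 (median -0.21, adjusted p = 0.33). Without litter 2, 0 of the called genes named in these 3 lists stayed called (adjusted p = 0.063 to 0.28 with limma). Calls were also lost for Anpep and Ptn without litter 1 (adjusted p = 0.062 and 0.11) and for Pdgfrb, Ptn and Kcnj8 without litter 3 (0.068, 0.088 and 0.053), which left 3 of the 6 calls among pericyte genes and 2 of the 4 among mesangium genes. The mesangium median was -0.53 without litter 1.

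The list of collagen and elastic matrix genes was called lower. Ogn, a small leucine-rich proteoglycan, was 3.73-fold lower (log2 change -1.90 ± 0.16, adjusted p = 0.0024), Col8a2 was 2.81-fold lower, Col15a1 2.35-fold lower and Ltbp4, which binds latent TGF-beta, 2.11-fold lower. Of 25 collagen and elastic matrix genes tested, 10 fell and 15 did not pass, 5 with a positive change, against 16 falls and 2 rises adjusted over the list alone (median -0.67, camera adjusted p = 2.55e-08, adjusted p = 0.36 with an estimated correlation). Without litter 2, Ogn stayed called among these 10 genes, and Col8a2, Col15a1 and Ltbp4 did not (adjusted p = 0.054, 0.063 and 0.092). The 10 include Lox.

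Proximal tubule genes had the lowest median change of the 34 lists tested. The endocytic receptor gene Lrp2 was 2.77-fold lower (11.5 ± 0.23 log2 units in control and 10.1 ± 0.30 in mutant kidneys, SD, n = 3; log2 change -1.47 ± 0.10, adjusted p = 0.0015). The organic anion transporter gene Slc22a6 was 2.14-fold lower, and Miox and Kap are given above. Of 18 list members tested, 13 fell, 0 rose and 5 did not pass, against 14 falls and 1 rise adjusted over the list alone (median -0.78, camera adjusted p = 1.91e-12, adjusted p = 0.33 with an estimated correlation). Sex is a measured difference between some of the pools. The Y-linked gene Eif2s3y read 8.50 and 8.43 in the control pools of litters 1 and 2 and 8.20 in the mutant pool of litter 1, and 4.28 to 4.38 in the other 3 pools, where it was not detected. So the pools of litter 1 both held male tissue, those of litter 3 did not show any, and in litter 2 only the control pool did. The proximal tubule medians in the 3 litters were -0.77, -0.71 and -0.96. Without litter 2, Miox, Kap and Lrp2 were the 3 of the 13 genes still called (Slc22a6 had an adjusted p = 0.063), and the list kept its call (adjusted p = 1.61e-13).

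A pair of metabolic lists was lower. Of 13 cholesterol synthesis genes tested, 7 fell and 6 did not pass, against 10 falls adjusted over the list alone (median -0.59, -0.62 to -0.30 over the settings, camera adjusted p = 2.08e-08, adjusted p = 0.28 with an estimated correlation). Stard4, a sterol carrier, was 1.69-fold lower (log2 change -0.76 ± 0.10, adjusted p = 0.010), and the pathway enzymes Msmo1 and Mvd changed by -0.81 ± 0.11 and -0.68 ± 0.10. Cyp51, an enzyme of the same pathway, was 2.03-fold lower (adjusted p = 0.020, 0.071 with no litter block). Without litter 2, 0 of these 7 genes were called with limma (adjusted p = 0.104 to 0.165 for the 4 named), and 4 were without litter 1. Of 23 oxidative phosphorylation genes, 0 were called by limma, also adjusted over the list alone (3 had an unadjusted p under 0.05), and all 23 had a negative change. Their median was -0.13 and the list was called lower (camera adjusted p = 0.0018, adjusted p = 0.28 with an estimated correlation).

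Apoptosis and p53 were examined because the study followed cell death in these kidneys. Bcl2l11, which encodes the death-promoting protein Bim, was 1.75-fold higher (7.55 ± 0.12 in control and 8.36 ± 0.06 in mutant kidneys, SD, n = 3; log2 change 0.81 ± 0.11, adjusted p = 0.012). The cell cycle inhibitor Cdkn1a was 1.62-fold higher (0.70 ± 0.13, adjusted p = 0.030), Jun 1.82-fold, Arid3a 1.84-fold and Trp53inp1 1.46-fold higher (adjusted p = 0.048, 0.060 under median scaling). Mmp2 had a log2 change of 0.39 ± 0.10 (adjusted p = 0.091). These are genes the study picked from kidneys of this model, and the count of 5 rises among 6 (6 adjusted over the list alone, median 0.75, camera adjusted p = 1.79e-06, adjusted p = 0.28 with an estimated correlation) is not independent evidence. Bbc3, the p53 target Puma, was 1.81-fold higher by its brightest probe (adjusted p = 0.0077) and unaltered within its error by a dim one (-0.04 ± 0.10), and the mean of both missed the threshold (adjusted p = 0.054). In the textbook list of p53 targets 3 of 20 members rose, Bbc3, Cdkn1a and Trp53inp1, against 5 adjusted over the list alone, and 18 had a positive change (median 0.28, camera adjusted p = 0.00011, adjusted p = 0.28 with an estimated correlation). The study's text names 5 of the 20, these 3 included, so the 3 calls are not independent evidence. Mdm2 gave 0.31 ± 0.10 (adjusted p = 0.16), Apaf1 0.32 ± 0.12 (adjusted p = 0.20) and Casp6 0.33 ± 0.11 (adjusted p = 0.15). The list of apoptosis inducers and caspases was not called (2 rises among 18, Bcl2l11 and Bbc3, also 2 adjusted over the list alone, adjusted p = 0.063). It was called in 5 of the 13 settings with the preset correlation (adjusted p = 0.018 to 0.17), among them that without litter 3 (0.023). Apoptosis inhibitors were not called as a list (adjusted p = 0.70). Among them Bcl2a1b was the 1 call among 8 and was at least 1.71-fold higher, with no control array detecting it. Without litter 2, 0 of the 7 called genes of this paragraph were called with limma (adjusted p = 0.10 to 0.32). Without litter 1 the calls of Jun, Cdkn1a, Trp53inp1 and Bcl2a1b were lost (adjusted p = 0.051, 0.10, 0.064 and 0.055), and without litter 3 that of Trp53inp1 (0.092). That left 2 of the 5 calls in the study's list and 1 of the 3 among p53 targets without litter 1.

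**Figure D2:**
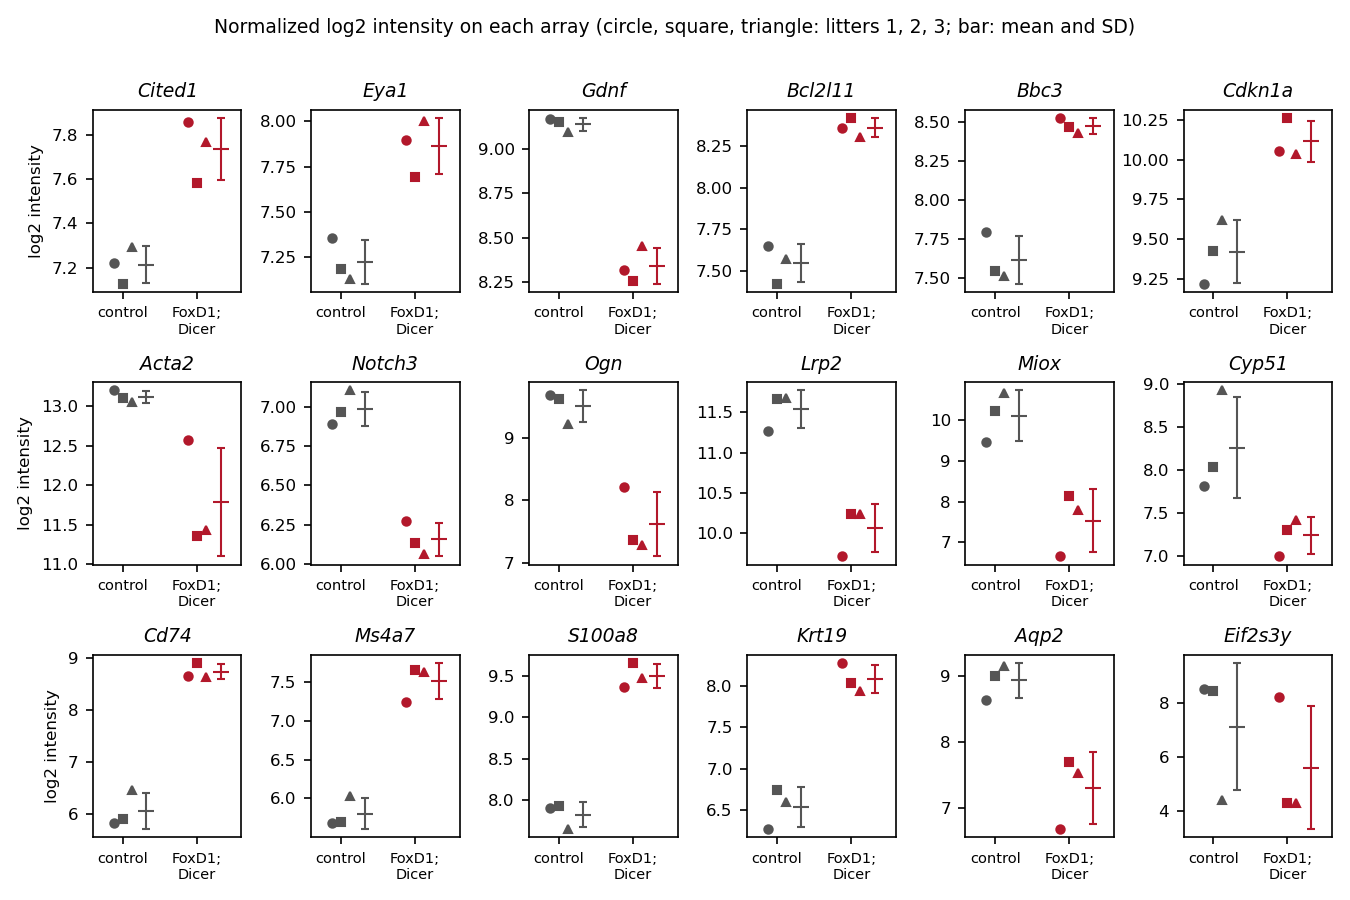
Normalized log2 intensity of 18 genes on each array, with the mean and SD of the 3 control (grey) and 3 FoxD1GC;Dicerfl/fl (red) pools; circles, squares and triangles are litters 1, 2 and 3, and each panel has its own axis, which does not start at 0. Cd74 lies at 6.05 ± 0.35 in control and 8.73 ± 0.14 in mutant pools, and Eif2s3y separates the pools with male tissue from the others.

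Immune cell genes were higher across 3 lists. The macrophage gene Ms4a7 was 3.25-fold higher (5.81 ± 0.20 in control and 7.51 ± 0.23 in mutant kidneys, SD, n = 3; log2 change 1.70 ± 0.12, adjusted p = 0.0015), Aif1 was 2.39-fold and the Fc receptor gene Fcgr3 2.21-fold higher, and Trem2 was at least 2.25-fold higher with no control array detecting it. Of 16 macrophage genes tested, 14 rose and 2 did not pass, against 16 adjusted over the list alone (median 1.16). None of the 16 was in another list or named in the study's text. Their overlap with the study's list of changed genes, which had been read before, was not counted. The neutrophil genes S100a9 and S100a8 were 3.34-fold and 3.18-fold higher and Retnlg at least 2.18-fold higher, which made 3 rises among 5 members (5 adjusted over the list alone, median 1.24). Of the 12 neutrophil genes listed, 11 were named on the array and only these 5 were tested. Retnlg passed the detection filter through the 3 mutant arrays alone. Beside Cd74, the MHC class II genes H2-Aa, H2-Eb1 and H2-Ab1 were 2.31-fold, 2.21-fold and 1.79-fold higher, and H2-Aa was detected on 1 control array. That list had 5 rises among 7 members (7 adjusted over the list alone, median 0.84). The 3 lists were called higher with camera (adjusted p = 1.75e-18, 8.31e-07 and 7.28e-08 in this order) and had an adjusted p = 0.28 with an estimated correlation. Without litter 2, Ms4a7, S100a8, S100a9 and Cd74 stayed called, and the other called genes named did not (adjusted p = 0.052 to 0.095). That left 1 of the 14 macrophage, 2 of the 3 neutrophil and 1 of the 5 MHC class II calls, while the 3 list calls were kept. The medians of the 3 lists were smaller in other settings, down to 0.39, 0.03 and 0.31 with the authors' values and no filter on dim probes. Red blood cell genes were not called with them, but Hba-a1 lies near the top of the scale and Klf1 near the floor. Alas2 changed by 0.09 ± 0.20, Klf1 by -0.27 ± 0.10 and Hba-a1 by -0.14 ± 0.10, with 0 of 3 called by limma, also adjusted over the list alone (1 had an unadjusted p under 0.05), and a median of -0.14 (camera adjusted p = 0.35). In the interferon list Cxcl10, Oasl1 (2.85-fold), Oasl2 and Irf1 (1.64-fold) were the 4 rises among 16 members (7 adjusted over the list alone, median 0.33, camera adjusted p = 0.0034, adjusted p = 0.49 with an estimated correlation). Oasl2 was called neither with no litter block (adjusted p = 0.23) nor by its dimmer probe (adjusted p = 0.084), and 1 of the dimmer Irf1 probes missed the threshold (adjusted p = 0.051). Oasl1 was detected on 2 of the 3 control arrays. Without litter 2 none of the 4 was called (adjusted p = 0.058 to 0.13). The interferon list was not called without litter 1 (adjusted p = 0.088), among probes detected on all 6 arrays (adjusted p = 0.085) or with the authors' values and no filter on dim probes, where its median turned to -0.02 (adjusted p = 0.066).

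Collecting duct genes moved both ways. Aqp2, the vasopressin-regulated water channel of principal cells, was 3.07-fold lower (log2 change -1.62 ± 0.14, adjusted p = 0.0029), while Krt19 was 2.93-fold, Muc1 1.99-fold and Elf3, a transcription factor of simple epithelia, 1.97-fold higher. Of 19 members 5 rose and 2 fell, against 9 and 3 adjusted over the list alone, and the list was not called (adjusted p = 0.24). In the tubule injury list Krt20, a keratin of superficial urothelial cells and injured tubules, was at least 3.23-fold higher with no control array detecting it, and Cd44 was 2.21-fold higher, while Lcn2, an iron-binding protein of stressed tubules, changed by -0.58 ± 0.10 (adjusted p = 0.025, 0.12 with no litter block, 0.071 without litter 1 and 0.055 without litter 3). That list of 7 (5 rises and 1 fall adjusted over the list alone, median 0.36) was called higher (camera adjusted p = 0.0034, adjusted p = 0.28 with an estimated correlation), though not among probes detected on all 6 arrays (adjusted p = 0.072). Of 6 complement and acute phase genes, C2 rose 2.58-fold and Serping1 and Lcn2 fell (3 and 2 adjusted over the list alone), and the list was not called (adjusted p = 0.68). Without litter 2, Aqp2 stayed called and the others of these 3 lists named here did not (adjusted p = 0.052 to 0.20). That left 1 of the 7 collecting duct calls, against 4 without litter 1.

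The remaining lists held few calls. Arid3a was the 1 rise among 10 let-7 targets, likewise 1 adjusted over the list alone (median 0.30, 0.10 to 0.37 over the settings, camera adjusted p = 0.0026, adjusted p = 0.52 with an estimated correlation). Arid3a was not called without litter 2 (adjusted p = 0.10). Of 6 Yap targets 0 were called by limma (4 had an unadjusted p under 0.05), against 3 falls adjusted over the list alone. All 6 had a negative change (median -0.32, -0.34 to -0.08 over the settings, camera adjusted p = 0.0034, adjusted p = 0.31 with an estimated correlation). Yap1 itself changed by 0.06 ± 0.11 (adjusted p = 0.81). The lists of podocytes (0 calls among 9, adjusted p = 0.88), proliferation (0 among 14, adjusted p = 0.29), ureteric tip (0 among 4, adjusted p = 0.88) and skeletal muscle (0 among 3, 1 fall adjusted over the list alone, adjusted p = 0.64) were not called. In this order 0, 2, 1 and 1 of their genes had an unadjusted p under 0.05 with limma. The same held for the endothelium (adjusted p = 0.071, 0.012 to 0.33 over 13 settings, of which 3 called it), where Ptprb, 1.45-fold lower, was the 1 call among 15 and Pecam1 gave 0.09 ± 0.16 (-0.33 ± 0.13 by a dimmer probe, adjusted p = 0.24). It held for the loop of Henle and distal tubule (adjusted p = 0.083, 0.019 to 0.35 over the settings, of which 4 called it, among them that without litter 1), with Pvalb the 1 call among 8, lost without litter 2 (adjusted p = 0.064), and 2 falls adjusted over the list alone, and for Wnt targets (adjusted p = 0.42), with Notum, 1.77-fold higher, the 1 call among 5. Ptprb was not called without litter 1, 2 or 3 (adjusted p = 0.12, 0.22 and 0.061), and Notum not without litter 1 or 2 (0.056 and 0.17). Except where stated, the counts adjusted over the list alone were equal. The 3 sex-linked transcripts were not called by limma (0 had an unadjusted p under 0.05, list adjusted p = 0.36), and the study's list of progenitor and stromal genes, 2 rises and 3 falls among 8 (3 and 3 adjusted over the list alone), was not called either (adjusted p = 0.71), kept 2, 0 and 2 of its 5 calls without litters 1, 2 and 3, and is not independent evidence. The lymphocyte and miRNA host lists had 1 tested gene each, Cd79b (0.42 ± 0.14, adjusted p = 0.16, 0.043 for a dimmer probe, and 1 rise adjusted over the list alone) and Mir17hg (0.25 ± 0.17, adjusted p = 0.47), and the adrenal list had 0.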

Values the study reported

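At a B-statistic above 0, the study counted 717 differentially expressed genes in E18.5 mutant kidneys and 116 at E15.5. Among those of E18.5 it assigned 36 to the stroma, 71 to renin cells, 49 to the mesangium and 17 to nephron progenitors, using an expression atlas of the developing kidney. Its gene set enrichment analysis gave an enrichment score of 0.572 for apoptosis genes.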

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

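The setting that combined the authors' values with no filter on dim probes was chosen after the data were seen, and the others before. Across the other normalizations and the authors' own values with the same filter, 492 to 807 genes were called and all 552 genes kept their direction. With no filter, which enlarges the number of tests, 266 genes (111 higher, 155 lower) and 371 probes were called. With an intensity trend in eBayes the counts were 866 genes (373 higher, 493 lower) and 1292 probes, and the cause was not tested. The authors' values with no filter gave 748 probes with a B-statistic above 0, where more probes enter the count. With no replicate block, so without the pairing by litter, 530 genes were called, 468 of them shared with the 552. Of the named genes, Pdgfrb, Oasl2, Lcn2 and Cyp51 lost their call there, the list of apoptosis inducers and caspases gained one (adjusted p = 0.040), Six2 and 5 other named genes gained one, and no other call of a list changed. Leaving out a litter keeps 1 residual degree of freedom. It gave 44 to 537 genes, 18 to 242 of them higher and 26 to 295 lower, 59 to 824 probes, and 193 to 463 probes with a B-statistic above 0. The lowest value was without litter 2 each time, and the cause was not tested. Of the 83 named genes called, 20 stayed called without litter 2, 69 without litter 1 and 72 without litter 3, and all 83 kept their direction. No called gene among those named changed its direction in any setting. Among the called lists, the interferon median was -0.02 with the authors' values and no filter, where the list was not called (adjusted p = 0.066). Many list medians were smaller without background correction, with the authors' values or with no filter. Over the settings they ran from 0.39 to 1.16 for macrophages, 0.03 to 1.67 for neutrophils, 0.31 to 0.95 for MHC class II, 0.10 to 0.28 for p53 targets, -0.67 to -0.36 for matrix, -0.79 to -0.29 for pericyte, -0.64 to -0.07 for smooth muscle and -0.34 to -0.08 for Yap target genes, from -0.82 to -0.55 for the proximal tubule, -0.62 to -0.30 for cholesterol synthesis, 0.10 to 0.37 for let-7 targets, 0.05 to 0.26 for nephron progenitors, -0.02 to 0.48 for interferon and 0.34 to 0.43 for tubule injury genes, and from -0.42 to -0.26, -0.58 to -0.33 and -0.53 to -0.22 for cortical stroma, medullary stroma and mesangium. For oxidative phosphorylation they ran from -0.17 to -0.11, and for the study's Bim and p53 genes from 0.55 to 0.81. Of the 13 settings, 11 called nephron progenitors, 11 smooth muscle, 10 interferon and 12 tubule injury. With an estimated correlation in camera 0 lists were called, 0 higher and 0 lower, against 19 with the preset one, 9 higher and 10 lower (lowest adjusted p = 0.28, unadjusted p under 0.05 for 4 lists). In the simulation that setting also missed both lists shifted by 0.4 among uncorrelated genes. Larger shifts and correlated genes were not simulated. It therefore does not show whether lists with the changes seen here would be missed. In the other settings 18 to 22 lists were called. Slide position as a block was not run, since it was not known here.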

Other observations

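The test near Foxd1 and the one on a wider list of red cell genes were chosen after the results were seen, as were the demands for red cell genes away from both ends of the scale and not expressed by kidney cells, and the genes Cldn7, Cldn4, Sprr1a, Stfa1, Klk1, the uroplakin genes, Trp63 and Fgf10, and the other tests before. No list of these genes was tested. The claudin genes Cldn7 and Cldn4 rose by 1.22 ± 0.13 and 1.13 ± 0.13 on the log2 scale (adjusted p = 0.0054 and 0.0058), with higher values in all 3 litters. Sprr1a was 2.83-fold higher (adjusted p = 0.029). Stfa1 rose by 1.62 ± 0.11 (adjusted p = 0.0011) and Klk1, the renal kallikrein, by 1.80 ± 0.19 (adjusted p = 0.0043), and both have close relatives that can share probes. Of the uroplakin genes, Upk3a rose by 0.97 ± 0.17 (adjusted p = 0.024), while Upk1a gave -0.10 ± 0.50, Upk1b -0.27 ± 0.35 and Upk2 -0.45 ± 0.52. The basal cell marker Trp63, detected on 1 mutant array, gave -0.29 ± 0.18 (adjusted p = 0.43). Without litter 2, Stfa1 stayed called and the other called genes of this paragraph did not (adjusted p = 0.056 to 0.20), and without litter 1 Upk3a was not called (0.075).

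Gdnf fell by 0.80 on the log2 scale, while Eya1 and Cited1 of the same list rose and Wnt4 rose by 0.87. Whole-kidney values do not show whether these changes come from the same cells. None of the 4 was called without litter 2 (adjusted p = 0.12 to 0.22). Fgf10, another growth factor of the branching bud, rose by 0.81 ± 0.15 (adjusted p = 0.032, higher in 3 of 3 litters, adjusted p = 0.25 without litter 2 and 0.057 without litter 3). The fall of Foxd1 that the study saw by PCR was not seen here, where the litters gave opposite signs and the log2 change was 0.04 ± 0.22. The study also saw less FoxD1-positive stroma by staining. Only the mutant pools carry the Cre allele at this locus, and where the probe lies relative to it is not known here. The array value therefore does not test what the study saw.

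Immune cell genes were higher in the mutant pools, and blood left in the tissue could raise them too. It would also raise red blood cell genes, and the erythroid median was -0.14, against 1.16 for the macrophages. Of its 3 members, Hba-a1 lies near the top of the scale, and Klf1 (-0.27 ± 0.10, lower in 3 of 3 litters) was near the floor, detected on 2 control arrays and 1 mutant array. That leaves Alas2 (0.09 ± 0.20), and of 8 red cell genes with usable signal from a wider list, Alas2 included (median -0.045), 7 are also expressed by kidney cells. None of these genes was called, but they moved both ways. Alas2 was higher in the mutant pools of litter 1 (8.20 against 7.74) and litter 3 (7.84 against 7.50) and lower in litter 2 (7.46 against 7.99). Among the wider list, Fech rose by 0.20 ± 0.12 and was higher in 3 of 3 litters, while Slc4a1, Gypc and Dmtn were lower in 3 of 3. A single gene not shared with kidney cells is too few to exclude more blood, which stays open. A lower share of the main kidney cells would lift other cell types alike. The highest litter median of the endothelium and podocyte lists was 0.077, so these lists did not rise with the macrophages. That argues against a lift of these cell types as large as that of the macrophages, whose litter medians were 0.97 to 1.30. The study reported fewer developing glomeruli and less capillary looping in these kidneys, so a loss of those cells could hide part of a lift. A lower share of the main cells as a smaller part of the rise therefore stays open. A shift among the white cells of the blood was not tested.

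Proximal tubule genes were lower in the mutant pools, and some of them, such as Kap, depend on male hormones. If fewer male embryos were the cause, the fall would be tied to litter 2, where Eif2s3y and Kdm5d together had a mean change of -3.03 on the log2 scale. The Y-linked means changed by -0.15 and 0.03 in litters 1 and 3, where the proximal tubule medians were still -0.77 and -0.96, so the highest median among litters matched for Y-linked transcripts was -0.77. Normalization does not account for the fall either, since the highest list median under the other normalizations was -0.55. The study reported smaller mutant kidneys at E18.5, with fewer developing nephrons and fewer Ncam-positive structures, and gave no count of proximal tubules. That goes with fewer tubules, and 17 of the 18 list members had a negative change, but they did not fall alike. Miox and Lrp2 changed by -2.58 ± 0.17 and -1.47 ± 0.10, against -0.16 ± 0.11 for Hnf4a and 0.52 ± 0.11 for Slc7a9. A plain loss of tubules would lower genes of these cells alike, so these values argue against fewer tubules as the whole account. Fewer tubules can still be part of the fall, and these arrays cannot tell how much of it is less expression per tubule. A count of proximal tubules in sections that does not rely on the genes that fell would tell them apart.

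The Cre allele may lie on a stretch of chromosome from another mouse strain, and alleles that travel with it could add calls near Foxd1. Of the 100 tested genes nearest to Foxd1 in gene order, 4 were called (Ocln, Arsb, Bhmt2 and Fgf10), or 4.0%, against 5.58% elsewhere and a 95th percentile of 11 over all windows of that size. That argues against such alleles as a source of many calls, and says nothing of any single gene, Fgf10 included.

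The real grouping called 552 genes, and the highest of the other 9 splits of the 6 arrays into 3 and 3 called 0 with limma. At an unadjusted p under 0.05 the real grouping had 2009 genes and the others 113 to 483. Of the 10 splits, 4 put the pools of every litter on opposite sides, and the others rest on 1 litter. With 10 splits, 1 of which is the real one, the share cannot fall under 0.1, so the splits are too few for a test.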
